A study of Caenorhabditis elegans with 5 samples.

How the data were processed

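Chromatin immunoprecipitation sequencing (ChIP-seq) of the trimethylated histone mark H3K36me3 was done on whole starved first-stage (L1) larvae of Caenorhabditis elegans. Per the labels' protocols, each sample held 600 larvae, chromatin was fixed with 1% formaldehyde after homogenisation and sheared by sonication, and libraries were sequenced as 50 bp single-end reads. The series has 5 samples: 2 ChIP libraries of the wild-type strain N2, 2 of the spr-5; met-2 double mutant, and 1 input library, titled as wild-type replicate 2. A peak list was used for each of the 4 ChIP libraries; the input library was not analysed here. Genotypes and replicate numbers were taken from the sample titles.

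The deposited files hold 1 list of broad peaks per library, in 3 columns (chromosome, start and end), and their values are therefore positions (unit: other, with no count, score, fold or p-value per peak). The names of the deposited files give MACS2 in broad mode as the caller. The aligner, the genome build, the control, the read filters and the peak threshold used by the authors are not stated in the labels. Replicates are not pooled in these lists, since each library has its own. Whether the authors pooled them in other steps is not known here. The smallest gap between neighbouring peaks of a list was 1201 bp in 3 lists and 1202 bp in the fourth, so neighbouring peaks had been joined before deposition. A list of called peaks carries presence or absence at the authors' threshold; a region missing from a list is one that did not pass that threshold, and the number and width of peaks move with sequencing depth and enrichment, neither of which is known here. The read depth per library is unknown, and no interval that needs it is given. For shares of peaks, Wilson 95% intervals are given, which cover counting error only.

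Because neither the labels nor the files name a genome build, coordinates are printed as the files give them (converted to 1-based starts) and the gene coordinates of the WBcel235 gene table were not used. The planned comparisons of genes, of the germline, somatic, ribosomal, collagen and sperm gene lists, of the targeted genes spr-5 and met-2, and of single germline genes were for that reason not made. Regions were named by a rule fixed before the data were examined: for each genotype, the 3 specific regions with the largest covered length averaged over its 2 libraries. The main tests, comparisons and alternatives were also fixed before the data were examined, except where the closing part says otherwise. The plan did not include the X share of the number of peaks or Fisher's exact tests on it. It also did not include overlap as a percentage of the shorter list, or as a count of peaks touching another list.

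From the lists, the number of peaks, the covered length, peak widths and the share on the X chromosome were computed per library. Group values are given as mean ± SD of 2 libraries and were compared with an exact two-sided permutation test over the 6 assignments of 4 libraries into groups of 2, whose smallest possible p is 0.333. Overlap of 2 lists was measured as the Jaccard index (shared base pairs divided by the base pairs in either list) and as the percentage of the shorter list's length that the longer list covers. The chance level came from 1000 circular shifts of the shorter list within each chromosome, with chromosome ends set at the last base covered by any list, which gave a span of 100.272 Mb over 6 chromosomes. For the comparison of genotypes, the peaks of the 4 lists were merged into union regions where they overlapped by at least 1 bp; a region counted as specific to a genotype when both of its libraries and neither library of the other genotype had a peak there. The same count was made for both other pairings of the 4 libraries. Fisher's exact tests on regions or peaks were two-sided; regions and peaks are not replicates, so such tests compare these libraries.

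Libraries split by replicate number in list length, so each genotype comparison is also given within each replicate number. Alternatives tried were a minimum peak width of 500 bp, joining of peaks under 1000 bp apart, leaving out the X chromosome, overlap of at least 50% of a region, a peak in at least 1 library of a genotype, leaving out each library, and a replicate block. The 2 intended settings that rank peaks by the caller's score could not be run because the lists have no score; ranking by width took their place. Both calculations were run on simulated data. All 200 planted genotype-specific regions among 7648 were recovered on the right side. They were planted as identical intervals in both libraries of a genotype, and false calls among the other regions were not counted. Their recovery therefore checks the code only. Of 20 unrelated lists, 19 fell inside the central 95% of circular shifts, in a test on the 5507 peaks of wild-type replicate 1. Those lists were themselves made by circular shifts, so this outcome was also largely set in advance. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.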

Results

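H3K36me3 is a histone mark found over the bodies of transcribed genes. In C. elegans it can also be carried from the parental germline into the progeny by the methyltransferase MES-4. SPR-5 is an H3K4 demethylase and MET-2 an H3K9 methyltransferase, and the study compared L1 progeny lacking both with the wild type to ask whether the mark is distributed differently in them. The data were broad peak lists from 2 wild-type (N2) and 2 spr-5; met-2 libraries, each made from whole starved L1 larvae. Libraries are named by genotype and replicate number.

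The lists differed in length between replicates. Wild-type replicate 1 had 5507 peaks covering 8.91 Mb, which is 8.89% of the 100.272 Mb span of the 6 chromosomes. Wild-type replicate 2 had 3878 peaks covering 1.86 Mb (1.86%). The spr-5; met-2 replicate 1 list had 5886 peaks covering 9.24 Mb (9.21%), whereas spr-5; met-2 replicate 2 had 1938 peaks covering 0.781 Mb (0.779%). Peak width separated the libraries in the same way. The mean width was 1618 bp in wild-type replicate 1 and 1570 bp in mutant replicate 1, against 480.03 bp in wild-type replicate 2 and 403 bp in mutant replicate 2. Peaks of at least 1000 bp made up 46.2% and 45.5% of the replicate 1 lists (wild type and mutant) and 15.8% and 12.0% of the replicate 2 lists. The shortest peak was 57 bp in wild-type replicate 1, 53 bp in mutant replicate 1, 44 bp in wild-type replicate 2 and 42 bp in mutant replicate 2.

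**Figure D1:**
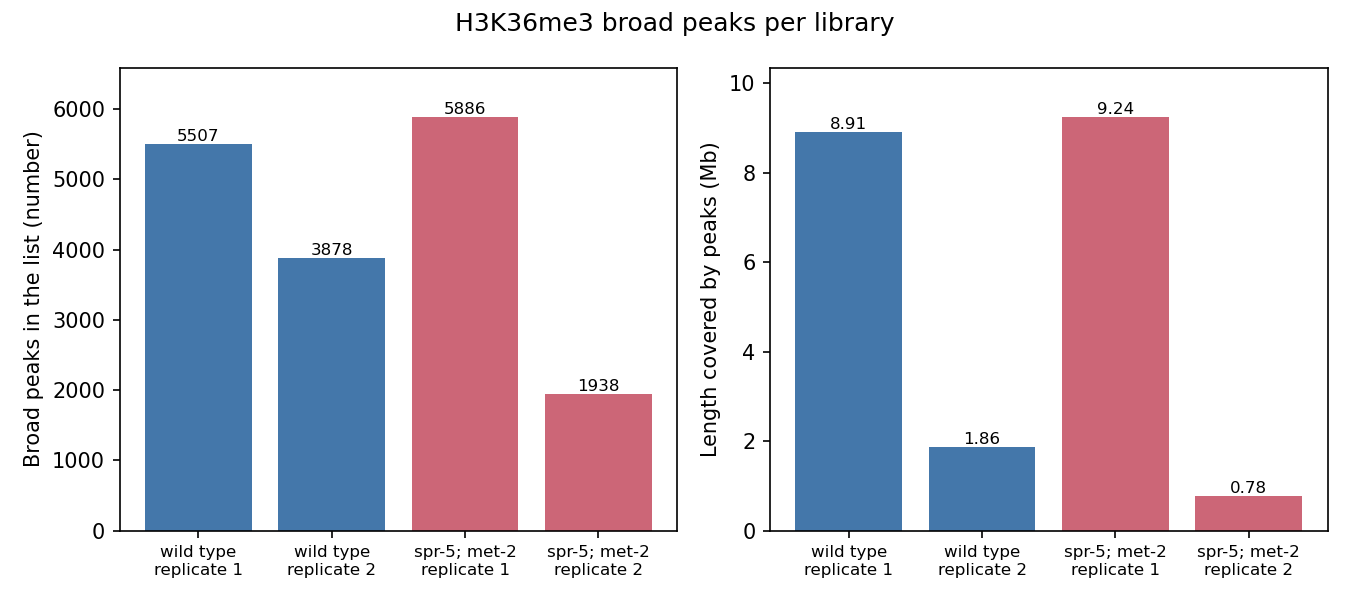
Number of broad H3K36me3 peaks (left axis, number) and length covered by them (right axis, Mb) in each of the 4 libraries; each bar is 1 library, wild type in blue and spr-5; met-2 in red. Both replicate 1 lists cover over 8.9 Mb, and the replicate 2 lists cover 1.86 and 0.78 Mb.

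The first comparison asked whether the amount of called H3K36me3 differed between genotypes. The number of peaks was 4692.5 ± 1152 (SD, n = 2) in the wild type and 3912 ± 2792 (SD, n = 2) in spr-5; met-2. The difference of -780.5 peaks was smaller than the SD in either group (exact permutation test, two-sided, p = 1; the smallest p this design allows is 0.333). Covered length was 5.39 ± 4.99 Mb (SD, n = 2) in the wild type and 5.01 ± 5.98 Mb (SD, n = 2) in the mutant, a difference of -0.377 Mb that was also within the replicate spread (exact permutation p = 1). The direction depended on the replicate. Within replicate 1 the mutant list had 379 more peaks and covered 1.04 times the wild-type length. Within replicate 2 the difference was -1940 peaks and the mutant list covered 0.419 times the wild-type length. The ratio of replicate 1 to replicate 2 covered length was 4.79 in the wild type and 11.8 in the mutant, so the spread within a genotype exceeded the difference between genotypes. Leaving out mutant replicate 2 moved the difference furthest upwards among the fits that left out 1 library, to 1193.5 more peaks in the mutant; leaving out mutant replicate 1 moved it to -2754.5 peaks.

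The second comparison asked whether libraries of a genotype shared more of their peaks than libraries of different genotypes. All 6 pairs of lists overlapped beyond chance: in a one-sided permutation test, 0 of the 1000 circular shifts reached the observed overlap in any pair (permutation p = 0.001, the smallest these shifts can give). The Jaccard index was 0.56 for the replicate 1 libraries of both genotypes, where the median of the shifts was 0.059. The index was 0.18 between the wild-type replicates and 0.069 between the mutant replicates. Between genotypes, it was 0.17 for the replicate 2 libraries, 0.17 for wild-type replicate 2 with mutant replicate 1, and 0.071 for wild-type replicate 1 with mutant replicate 2. The mean over the 2 pairs of one genotype was therefore 0.12, below the 0.24 over the 4 pairs of different genotypes and the 0.36 over the 2 pairs with the same replicate number.

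The Jaccard index of 2 lists of unequal length cannot reach 1. Its largest possible value was 0.21 for the wild-type replicates and 0.085 for the mutant replicates, compared with 0.96 for the replicate 1 libraries. With these limits the mean over pairs of one genotype could not have reached the 0.24 of different genotypes. The percentage of the shorter list's length found in the longer list gave another order. Wild-type replicate 2 lay to 86.8% within wild-type replicate 1 and to 84.5% within mutant replicate 1. Mutant replicate 2 lay to 83.2% within mutant replicate 1 and to 81.8% within wild-type replicate 1. The same-numbered pairs were lower, at 72.7% for wild-type replicate 1 in mutant replicate 1 and 50.0% for mutant replicate 2 in wild-type replicate 2. Chance medians for these percentages lay between 10.8% and 11.6% for the 5 pairs with a replicate 1 list and at 2.27% for the replicate 2 pair. Divided by its chance median, the overlap was 22.0-fold for the replicate 2 pair and 6.37-fold to 7.87-fold for the 5 others. Counted as peaks, 1691 of the 1938 peaks of mutant replicate 2 touched a peak of mutant replicate 1 (87.3%, Wilson 95% interval 85.7 to 88.7%) and 1663 touched a peak of wild-type replicate 1 (85.8%, interval 84.2 to 87.3%); these intervals overlap. Of the 3878 peaks of wild-type replicate 2, 2885 touched a peak of wild-type replicate 1 (74.4%, interval 73.0 to 75.7%) and 2897 touched a peak of mutant replicate 1 (74.7%, interval 73.3 to 76.0%).

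**Figure D2:**
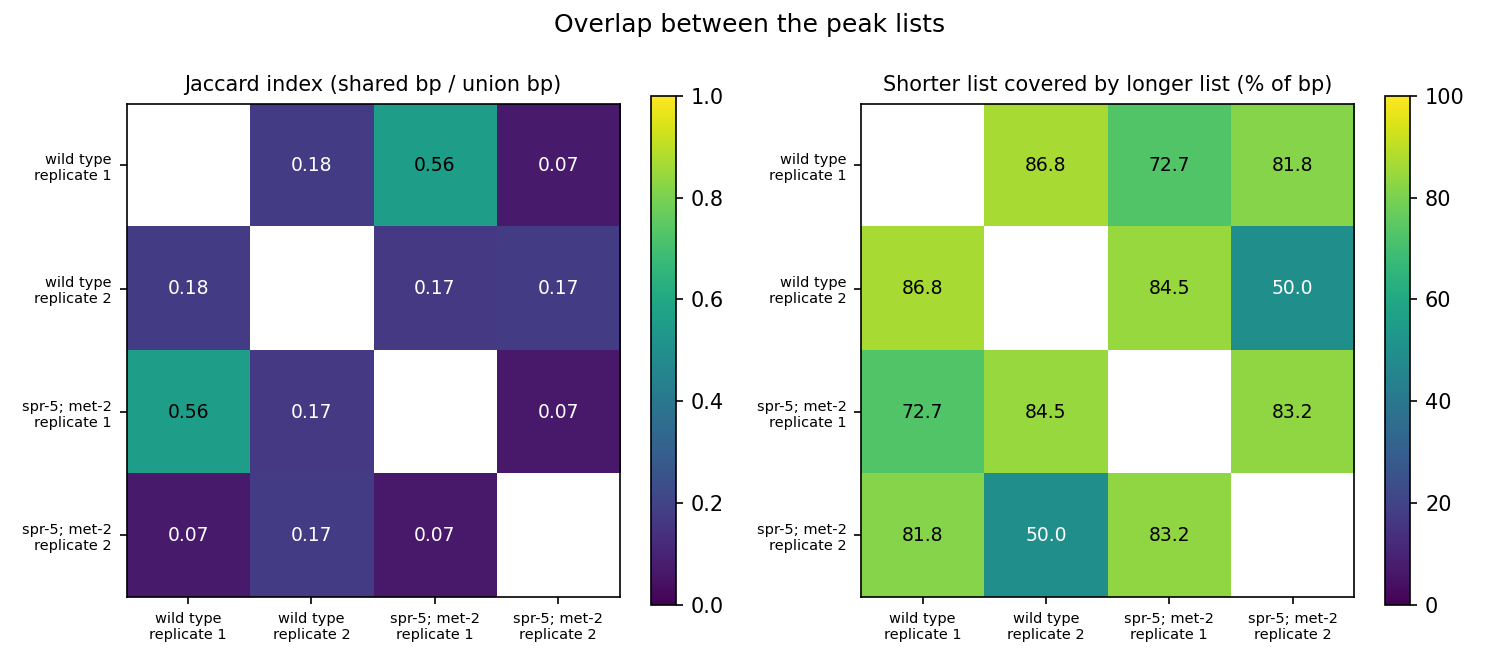
Overlap of each pair of peak lists, as the Jaccard index (left, 0 to 1) and as the percentage of the shorter list's base pairs covered by the longer list (right, 0 to 100%); rows and columns are the 4 libraries. The replicate 1 pair has the highest Jaccard index, 0.56, and the replicate 2 pair the lowest percentage, 50.0%.

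The third comparison looked for regions whose peak status followed genotype. Merging the 4 lists gave 7648 union regions spanning 11.9 Mb. Of these, 1292 (16.9%) had a peak in all 4 libraries, 1188 in 3, 1682 in 2 and 3486 (45.6%) in 1 library. Regions found in all 4 lists had a median width of 3370 bp. The largest class shared by 2 libraries was the 1391 regions found in both replicate 1 lists and in neither replicate 2 list.

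Only 30 regions (0.392% of the union) had a peak in both spr-5; met-2 libraries and in neither wild-type library, and 97 (1.27%) had a peak in both wild-type libraries and in neither mutant library. The 30 mutant-specific regions had a median width of 774.5 bp and covered 30.5 kb in all; the 97 wild-type-specific regions had a median width of 240.0 bp and covered 47.8 kb. As a share of the regions called in both libraries of the genotype, these were 1.98% of 1515 in the mutant and 4.07% of 2384 in the wild type. The pairing by genotype thus gave 127 pair-specific regions. The crossed pairing, of wild-type replicate 1 with mutant replicate 2 against wild-type replicate 2 with mutant replicate 1, gave 157 (12 and 145), and the pairing by replicate number gave 1398 (1391 and 7). With all peaks and regions of any width, genotype-specific regions were accordingly no more numerous than those from other pairings of the same libraries. The 145 crossed regions came from mutant replicate 1, the longest list, with wild-type replicate 2, the longer replicate 2 list. The order of the pairings thus also depends on list length and is not evidence against a genotype difference. With all peaks kept, the pairing by genotype exceeded the crossed pairing among union regions at least 500 bp wide (47 against 33) and at least 1000 bp wide (29 against 24). The order of these pairings was also reversed under 3 settings that selected peaks by width. With peaks of at least 500 bp, 11 mutant-specific and 18 wild-type-specific regions were left and the pairing by genotype exceeded the crossed pairing by 20 regions; with peaks at or above the median width of each list it led by 21, and with the 1938 widest peaks of each list by 45. The counts also depended on single libraries: without mutant replicate 2, the count of regions with a peak in mutant replicate 1 and in neither wild-type library was 1499, and without wild-type replicate 2 the wild-type-specific count was 1271.

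Within replicate 1, 3854 union regions had a peak in both genotypes, 1291 in the wild type only and 1653 in the mutant only. Within replicate 2, 1316 had a peak in both, 1913 in the wild type only and 385 in the mutant only. Most regions called in a single genotype in one replicate were therefore not called in that genotype alone in the other.

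By covered length, the first-ranked mutant-specific region lay on chromosome III from 5391673 to 5396057. Its covered length was 4284 bp in mutant replicate 1 and 127 bp in mutant replicate 2. The second, on chromosome IV from 11373357 to 11376773, was covered over 3417 bp and 106 bp in these libraries. The third, on chromosome V from 4066060 to 4067800, was covered over 1741 bp and 881 bp. Of the wild-type-specific regions, the first lay on chromosome I from 6923029 to 6925023 and was covered over 1995 bp in wild-type replicate 1 and 1637 bp in wild-type replicate 2. The second, on chromosome II from 14225956 to 14228591, was covered over 2636 bp and 93 bp. The third, on chromosome III from 341246 to 343540, was covered over 2295 bp and 289 bp. In 4 of these 6 regions the replicate 2 peak was thus a short interval inside or beside a long replicate 1 peak. The genome build of these coordinates is not stated, and the genes at these positions were not looked up.

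The fourth comparison concerned the X chromosome, on which H3K36me3 laid down by MES-4 is known to be low. Chromosome III had the highest coverage in all 4 libraries (15.3% and 3.40% in wild-type replicates 1 and 2, 16.2% and 1.47% in mutant replicates 1 and 2). The X had the lowest in all 4, at 3.31% and 0.582% in the wild type and 2.44% and 0.368% in the mutant. The X held 6.06 ± 0.733% (SD, n = 2) of the covered length in the wild type and 6.52 ± 2.59% (SD, n = 2) in the mutant, a difference of 0.459 percentage points within the replicate spread (exact permutation p = 1). Within replicate 1 the X share was lower in the mutant, 4.68% against 6.57%. Within replicate 2 it was higher, 8.35% against 5.54%. A single peak of 30314 bp in mutant replicate 2, on the X from 4026048 to 4056361, made up 46.5% of that library's X coverage; without it the X share of that library was 4.65%. Leaving out that peak and the peaks at chromosome ends turned the difference between genotypes to -1.40 percentage points (exact permutation p = 0.333, the smallest possible).

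The X share of the number of peaks was not a planned measure. By number, the X held 10.0 ± 0.393% (SD, n = 2) in the wild type and 7.62 ± 1.65% (SD, n = 2) in the mutant (exact permutation p = 0.333, the smallest possible). Within replicate 1 the share was 9.73% (536 of 5507 peaks, Wilson 95% interval 8.98 to 10.5%) in the wild type and 8.78% (517 of 5886, interval 8.09 to 9.53%) in the mutant (Fisher's exact test on peaks, p = 0.0806, adjusted over 4 such tests 0.107). Within replicate 2 it was 10.3% (399 of 3878, interval 9.37 to 11.3%) and 6.45% (125 of 1938, interval 5.44 to 7.63%; Fisher's exact p = 8.66e-07, adjusted 3.46e-06). The replicate 2 difference shrank to 6.81% against 6.45% (Fisher's exact p = 0.699) when the 1938 widest peaks of each list were compared. That selection kept the whole mutant list and removed short peaks from the wild-type list alone, in which X peaks were narrow (median 115 bp), so it does not separate the number of peaks from their width.

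**Figure D3:**
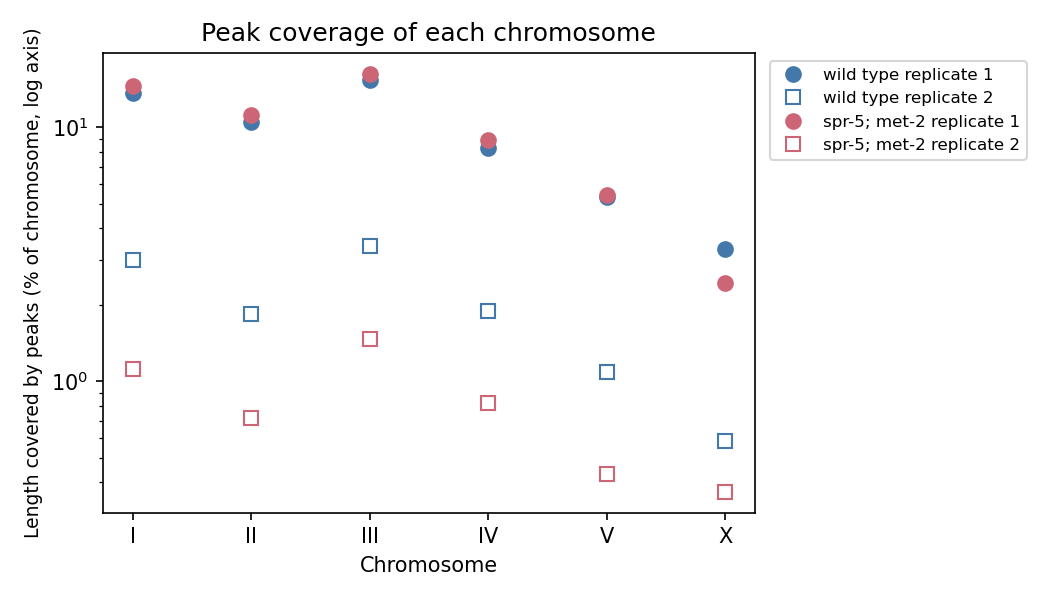
Percentage of each chromosome covered by peaks (log axis) in each library; filled circles are replicate 1 and open squares replicate 2, wild type in blue and spr-5; met-2 in red. Chromosome III is highest and X lowest in every library, and the libraries separate by replicate number on all 6 chromosomes.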

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

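The settings that rank peaks by width, or that leave out chromosome-end peaks and the longest peak, were chosen after seeing the data; the other settings were planned. Both intended settings that rank peaks by the caller's score were not run, because the lists hold no score, and the gene-level alternatives were not run, because no gene positions were used.

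The difference in the number of peaks kept its negative sign, from -787.0 to -206.5 peaks, with peaks of at least 500 bp, with joined peaks, without the X, with peaks at or above the median width and without chromosome-end peaks and the longest peak. The difference in covered length kept its sign under these settings and with equal numbers of the widest peaks, from -0.408 to -0.281 Mb. With 2 libraries against 2 the exact test cannot pass 0.05, so these signs say nothing about significance. Leaving out 1 library gave differences from -2754.5 to 1193.5 peaks and from -4.61 to 3.85 Mb, with the sign set by which library was left out. Joining peaks under 1000 bp apart changed nothing, because all gaps within a list were already larger.

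The mean Jaccard indices of same-genotype, different-genotype and same-numbered pairs were recomputed with peaks of at least 500 bp, with joined peaks, without the X, with each kind of width ranking and without chromosome-end peaks and the longest peak. Under these they moved by less than their own spread, and kept the same-genotype mean the lowest of the 3 (0.10 to 0.13). With all peaks, list length alone kept that mean below the other means, so its place does not bear on genotype.

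Counts of genotype-specific regions were the least stable result. Mutant-specific regions numbered 11 with peaks of at least 500 bp, 13 with overlap of at least 50% of the region, 59 with equal numbers of the widest peaks and 1658 when a peak in 1 library of the genotype was enough. The wild-type-specific count was 18 with peaks of at least 500 bp and 1955 when 1 library was enough. Leaving out 1 library gave 39 to 1499 mutant-specific and 105 to 1271 wild-type-specific regions; fewer libraries mean fewer conditions to meet. The pairing by genotype gave 30 regions fewer than the crossed pairing (a difference of -30), and -19 without the X chromosome. This comparison reversed under 3 settings: the pairing by genotype led by 20 with peaks of at least 500 bp, by 21 with peaks at or above the median width of each list, and by 45 with equal numbers of the widest peaks. All 3 select peaks by width within each list, the last one without removing any peak of mutant replicate 2. With all peaks kept, the comparison also reversed among union regions at least 500 bp wide (47 against 33) and at least 1000 bp wide (29 against 24). These limits on region width were chosen after the result was seen. Leaving out peaks was therefore not needed for a reversal. With all peaks kept, the lead of the crossed pairing lay in narrow regions. The 500 bp limit left 28 of the 145 regions of mutant replicate 1 with wild-type replicate 2. It left 5 of the 12 regions of wild-type replicate 1 with mutant replicate 2. Of the genotype-specific regions, 28 of 97 wild-type and 19 of 30 mutant ones were left. Why narrow regions favoured the crossed pairing is open.

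The difference in the X share of covered length rose from 0.459 to 1.78 percentage points with peaks of at least 500 bp (exact permutation p = 0.667). It was 0.849 with peaks at or above the median width and 0.728 with equal numbers of the widest peaks. The difference reversed to -1.40 percentage points without chromosome-end peaks and the longest peak. That setting takes away 1 peak that made up 46.5% of the X coverage of mutant replicate 2. Leaving out 1 library gave differences from -1.38 to 2.29 percentage points.

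Same-numbered libraries deviated together from their genotype means (r = 0.83 over 10030 bins of 10000 bp). Both replicate 1 lists were the longer ones of their genotype and overlapped each other, so list length could give a high r without a shared batch. The labels do not say that a number marks a shared batch, and 2 pairs are too few to decide. With the replicate block the differences were -780.5 peaks, -0.377 Mb and 0.459 percentage points (exact sign-flip p = 1 for each, the smallest possible being 0.5). The blocked counts were 30 and 97 specific regions, as without the block, since a region specific in both pairs meets the same conditions. The block changed no call.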

Other observations

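The count over the 3 pairings of the libraries was fixed before the data were examined; the other tests in this part were chosen after the result was seen.

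Pairing by genotype was not the pairing that gave the most pair-specific regions: all 3 of the 3 pairings of the libraries gave at least the 127 regions found for it. With 3 pairings no share under 0.05 is possible, so this count cannot exclude a genotype effect. A second look used the direction of the difference. Among regions called in a single genotype in both replicates, 127 went the same way (97 wild type, 30 mutant) and 157 opposite ways (12 and 145), an odds ratio of 1.67 (Fisher's exact p = 0.173, adjusted over 8 settings 0.255). With peaks of at least 500 bp, 29 regions went the same way (18 wild type, 11 mutant) and 9 opposite ways, an odds ratio of 24.8 (Fisher's exact p = 0.0011, adjusted 0.00878), and 19.2 without the X chromosome (Fisher's exact test, adjusted p = 0.0126). With equal numbers of the widest peaks the odds ratio was 2.13 (Fisher's exact test, adjusted p = 0.0161), and with overlap of 50% of the region 1.36 (Fisher's exact test, adjusted p = 0.635). A width filter acts on each list separately, so a region whose peak is only narrower in 1 genotype then counts as called in the other alone. With all peaks kept and the regions limited to those at least 500 bp wide, the odds ratio was 3.80 (47 the same way, 33 opposite; Fisher's exact p = 0.0246, adjusted 0.0493), and with regions at least 1000 bp wide it was 2.48 (29 and 24; Fisher's exact p = 0.223, adjusted 0.255). All 8 odds ratios were above 1, but 4 of the 8 settings did not pass 0.05. A genotype difference shared by both replicates therefore cannot be told apart from no difference in these tables. Regions are not replicates, and any technical difference shared by both libraries of a genotype would give the same tables.

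A related pattern appeared in base pairs but not in counts of peaks. Wild-type replicate 2 lay 2.24 percentage points more within the wild-type than within the mutant replicate 1 list, although the mutant list was longer, and mutant replicate 2 lay 1.42 percentage points more within the mutant list. List length alone would give these preferences opposite signs, yet they summed to 3.66 percentage points, positive on 6 of 6 chromosomes (exact sign-flip test over chromosomes, two-sided, p = 0.0312, the smallest possible). Each preference alone was positive on 5 of 6 chromosomes (exact sign-flip p = 0.0625 and 0.156). Counted as peaks that touch the other list, the preference was -0.31 percentage points for wild-type replicate 2 and 1.44 for mutant replicate 2, which are the opposite signs that list length would give; the sum of 1.14 was positive on 4 of 6 chromosomes (exact sign-flip p = 0.531). The sum was thus positive in both measures, but they disagree on the sign for wild-type replicate 2. A preference for the own genotype therefore cannot be told apart from list length or chance over chromosomes. Chromosomes of the same libraries are not replicates, so these sign-flip tests do not measure variation between libraries.

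The mean Jaccard index was highest over same-numbered pairs because of the replicate 1 pair (0.56); the replicate 2 pair (0.1732) was below the wild-type replicates (0.1763). List length limited this order: pairs with different numbers could reach at most 0.21, below the same-numbered mean of 0.36. Their lower mean is therefore no evidence of a shared batch. Whether list length alone explains the place of the replicate 2 pair could not be settled. The share of the shorter list covered by the longer averaged 61.3% for same-numbered pairs and 84.1% for the 4 other pairs, and the Jaccard index as a percentage of its largest possible value averaged 49.4% and 82.2%, both the reverse of the order by Jaccard index. The overlap divided by its chance median went the other way, 14.2-fold for same-numbered and 7.53-fold for other pairs, with 22.0-fold for the replicate 2 pair and 6.37-fold for the replicate 1 pair. Each of these measures depends on the length of the longer list, so a batch difference and list length cannot be told apart. What made the replicate 2 lists shorter is open, since depth, enrichment, threshold and the control used for each list are unknown. The only input library is titled as wild-type replicate 2.

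The X share of peaks was smaller in the mutant within both replicates. Among regions called in a single genotype, 14.2% of the 1291 wild-type-only and 9.26% of the 1653 mutant-only regions of replicate 1 were on the X (odds ratio 1.62, Fisher's exact p = 4.11e-05), and 14.4% of the 1913 and 6.75% of the 385 of replicate 2 (odds ratio 2.32, Fisher's exact p = 2.14e-05; both 4.11e-05 after adjustment over the 2 tests). These tests restate the difference in X share with the shared regions left out, so they do not test its cause. In replicate 1 the mutant list was the longer one. A longer list did not always have the higher X share of peaks: replicates 1 and 2 had 9.73% and 10.3% in the wild type, and 8.78% and 6.45% in the mutant. The number of peaks called is therefore not excluded as a cause in replicate 1. The 1938 widest peaks of each replicate 1 list included 134 X peaks (6.91%) in the wild type and 88 (4.54%) in the mutant (Fisher's exact p = 0.00181, adjusted over 4 tests 0.00362), but X peaks were also narrower in the mutant list (median 274 against 444 bp), so this selection by width mixes number with width. In replicate 2, the same selection gave 6.81% and 6.45% (Fisher's exact p = 0.699), but it kept the whole mutant list and took only short peaks from the wild-type list. The number of peaks called and a lower X share therefore cannot be told apart in replicate 2 either. A lower X share in the mutant may be a property of the genotype or of single libraries; each replicate has 1 library per genotype, and X-linked background in the input was not analysed here.

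Mutant replicate 2 had a peak within the first 1000 bp of all 6 chromosomes, its first peaks starting between positions 26 and 42. The earliest start of a peak in the other 3 lists was 6743, in wild-type replicate 2. In mutant replicate 1, the longest list, the earliest start was 6756. At the right-hand side, chromosome ends were set at the last base covered by any list, which was a base of mutant replicate 2 on all 6 chromosomes, so its peaks at those 6 ends follow from that definition; the other 3 lists had 0 peaks within 1000 bp of them. A genotype effect at chromosome ends in every mutant library is argued against by the 0 ends with a peak in mutant replicate 1, on either side. A different genome build for this library, in which positions drift along the chromosomes, is also argued against: of its 482 peaks under 1000 bp in the distal part of the chromosomes, when each was cut into 3 equal parts, 70 (14.5%) had a centre within 10 bp of the centre of a wild-type replicate 2 peak under 1000 bp. The share was 6.40% to 46.3% on single chromosomes. For the distal parts together, the highest value in 1000 circular shifts was 0.759% (permutation p = 0.001, the smallest these shifts can give). It was 22.5% (113 of 502) in the first part of the chromosomes. A drift of over 10 bp in the distal parts would remove such coincidences; a smaller one is not excluded. This test and its 10 bp limit were written after the lists had been examined; median centre offsets, computed first, are not used because pairing peaks in a symmetric window can give medians near 0 without alignment. The same list held the 30314 bp peak on the X, which no base of any other list overlapped, although all 4 lists had a peak of 166 to 189 bp near it, starting between 4023022 and 4023031. In all, 159 regions occurred in this list only, 12 of them at chromosome ends and 15 of them at least 1000 bp long. A candidate explanation is that reads from repeats were kept in this library and not in the others. No repeat annotation or reads were used here, so it cannot be told apart from a change in copy number or a true gain of the mark in that sample.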
